# *FCN3* functions as a tumor suppressor of lung adenocarcinoma through induction of endoplasmic reticulum stress

**DOI:** 10.1038/s41419-021-03675-y

**Published:** 2021-04-15

**Authors:** Haeyeon Jang, Yukyung Jun, Suyeon Kim, Eunjeong Kim, Yeonjoo Jung, Byung Jo Park, Jinseon Lee, Jhingook Kim, Sanghyuk Lee, Jaesang Kim

**Keywords:** Non-small-cell lung cancer, Apoptosis, Endoplasmic reticulum

## Abstract

In this study, we report a novel function of *FCN3* (Ficolin 3), a secreted lectin capable of activating the complement pathway, as a tumor suppressor of lung adenocarcinoma (LUAD). First, the expression of *FCN3* was strongly down-regulated in cancer tissues compared to matched normal lung tissues, and down-regulation of *FCN3* was shown to be significantly correlated with increased mortality among LUAD patients. Interestingly, while ectopic expression of *FCN3* led to cell cycle arrest and apoptosis in A549 and H23 cells derived from LUAD, the secreted form of the protein had no effect on the cells. Rather, we found evidence indicating that activation of the unfolded protein response from endoplasmic reticulum (ER) stress is induced by ectopic expression of *FCN3*. Consistently, inhibition of ER stress response led to enhanced survival of the LUAD cells. Of note, the fibrinogen domain, which is not secreted, turned out to be both necessary and sufficient for induction of apoptosis when localized to ER, consistent with our proposed mechanism. Collectively, our data indicate that *FCN3* is a tumor suppressor gene functioning through induction of ER stress.

## Introduction

Large-scale sequencing projects utilizing massively parallel sequencing techniques led to extensive molecular profiling of diverse types of cancer^1,2^. Included is the lung cancer which has been one of the leading causes of cancer-related death for over 25 years^3^. However, understanding of carcinogenesis based on functional dissection of numerous somatic mutations and differentially expressed genes (DEGs) is still very much limited. Most importantly, it is necessary to distinguish the so-called driver and passenger genes which in turn requires functional analyses and experimental validations. This applies to tumor suppressors as well as oncogenes given that presumptive loss-of-function mutations bearing nonsense mutations and DEGs with decreased expression in tumor tissues are found in large numbers.

*FCN3* was originally identified as the Hakata Antigen, a macroglycoprotein which reacted with the sera of systemic lupus erythematosus patients^4^. Analysis of the cDNA sequence showed that the encoded protein contained an N-terminal collagen-like domain and a C-terminal fibrinogen-like domain. This structural feature led to defining the ficolin/opsonin p35 gene family consisting of *FCN1*, *FCN2*, and *FCN3* and their function in complement activation^5–7^. The collagen-like domain mediates oligomerization, and the fibrinogen-like domain binds to N-acetyl compounds, frequently found on the surface of various microorganisms. They circulate in association with Mannose-binding lectin-associated serine proteases, and binding to targets converts the proteases into active forms which in turn results in complement activation via the lectin pathway.

*FCN3* is highly expressed in the lung and liver, the latter presumably accounting for the circulating portion of the protein^8^. Low serum levels of FCN3 are associated with susceptibility to fever and neutropenia suggesting a role in innate immunity^9^. Consistently, a patient with homozygous mutation in *FCN3* was reported to have suffered from recurrent infections^10^. FCN3 also binds to apoptotic cells which promotes adhesion and uptake by macrophages^11^. In contrast to serum FCN3, the function of the protein generated by ciliated bronchial epithelial cells and type II alveolar epithelial cells in the lung is unknown although secretion into bronchus and alveolus suggests a role in fighting infection in the airway as well^8^.

Reports on the association between *FCN3* with cancer are limited to its potential utility as a marker. Specifically, increased serum levels of FCN3 protein have been described for acute myeloid leukemia and ovarian cancer^12–14^. In contrast, Li and Lin reported that for Chinese patients with esophageal cancer, the elevated level of FCN3 protein was shown to be associated with longer overall survival and disease-specific survival^15^. Here, we present data for the first time indicating that *FCN3* is a tumor suppressor gene of LUAD. Interestingly, the secreted extracellular FCN3 protein showed no effect in regulating the cell cycle or apoptotic process. Rather, the ER stress induced by intra-ER FCN3 appears to account for its role as a tumor suppressor.

## Materials and methods

### Patient samples and transcriptome analyses

Tumor and normal tissue samples were obtained from patients who had undergone curative surgery at the Samsung Medical Center (Korea). RNA Sequencing (RNA-seq) for the said samples has been described and the RNA-seq data were processed following the TCGA pipeline of MapSplice-RSEM^16,17^ using Ensembl GRCh37 (release 81) genome and transcript models. DEGs were obtained using Voom^18^ with the false discovery rate (FDR) < 0.001. TCGA gene expression data were downloaded at level 3 from the Broad GDAC Firehose website (released on January 28, 2016)^19,20^.

### Cell culture and reagents

Human non-small cell lung cancer cell lines A549 and NCI-H23 were purchased from the American Type Culture Collection (Manassas, VA). Cells were typically cultured in RPMI-1640 (WELGENE, Korea) supplemented with 10% fetal bovine serum (Gibco, Carlsbad, CA) and 1% penicillin/streptomycin (Gibco) in humidified incubators at 37°C with 5% CO_2_. Recombinant FCN3 was obtained from R&D systems (Minneapolis, MN). Sodium 4-phenylbutyrate (4-PBA) was purchased from Sigma Aldrich (St Louis, MO). Cells were confirmed negative for mycoplasma contamination.

### Ectopic expression of *FCN3* and derivatives

The full-length coding sequence (CDS) region of human *FCN3* (*FCN3* WT) was amplified by RT-PCR using Human Universal Reference Total RNA purchased from Clontech Laboratories (Mountain View, CA). The collagen-like domain (*FCN3* 1-90) and the fibrinogen-like domain (FBG) were PCR-amplified from *FCN3* CDS. For the FBG domain with the signal peptide at the N-terminus end (SP + FBG), the signal peptide sequence at the N-terminus of *FCN3* was attached to the FBG domain by overhang PCR technique. Each of the DNA fragments was tagged with V5 epitope at the C-terminus and ligated into pLZRS-IRES-GFP vector. Virus expressing only GFP was used as the control. Preparation of high titer virus was carried out using 293GPG cells following previously published protocols with minor modifications^21^. Details on the sequences of oligonucleotide primers and production of pseudotyped viral particles are available upon request. Cells were transduced with each virus in the presence of 4 µg/ml of polybrene (Sigma Aldrich).

### RT-PCR

Total RNA from lung tissues was extracted with TRI Reagent (Ambion, Austin, TX) and reverse transcribed using ImProm-II™ reverse transcriptase (Promega, Madision, WI) to synthesize cDNA. After amplification with Platinum-taq DNA polymerase (Invitrogen, Carlsbad, CA), FCN3 expression was analyzed by gel electrophoresis. For real-time RT-PCR analysis, total RNA was extracted using miRNeasy Mini kit (Qiagen, Valencia, CA) according to the manufacturer’s protocol. cDNA was synthesized from 1 µg of total RNA using ImProm-II™ reverse transcriptase (Promega, Madison, WI). Approximately 5 ng of cDNA was subjected to PCR amplification using SYBR Select Master Mix (Applied Biosystems by Life Technologies, Austin, TX) on a CFX96 Real-time PCR detection system (Bio-Rad, Hercules, CA). *ACTB* and *HPRT1* were used as dual internal reference genes. Oligonucleotide primers used for RT-PCR are listed in Supplementary Table 1.

### Immunofluorescence assay

Cells were seeded on 4-well slides and transduced with retrovirus. 2 days after transduction, cells were fixed with 4% paraformaldehyde, permeabilized with 1% Tween-20 and blocked with 1% BSA. The cells were incubated with the primary antibody against V5 (Invitrogen) overnight at 4 °C followed by incubation with biotinylated goat anti-mouse IgG antibody (H + L) (Vector Laboratories, BA-9200). Cells were subsequently labeled with AMCA using Fluorescent Streptavidin Kit (Vector Laboratories; AS-1200). For endoplasmic reticulum staining, ER Staining Kit-Red Fluorescence-Cytopainter (Abcam, Cambridge, MA; ab139482) was applied according to the manufacturer’s instruction. The slides were mounted using ProLong Gold Antifade Reagent (Invitrogen), and the cells were examined by LSM 880 confocal laser scanning microscope (Carl Zeiss, Germany).

### Immunoblotting assay

Cells and tissues were lysed with cold RIPA buffer (50 mM Tris-Cl, PH 8.0, 2 mM EDTA, 150 mM NaCl, 1% NP-40, 0.5% Na-Deoxycholate, 2% SDS, 10 mM NaF) supplemented with mixture of protease inhibitors (Sigma) and phosphatase inhibitors (Sigma). For the tissue samples, sonication was additionally applied. The concentration of total protein was measured using BCA protein assay kit (Thermo Scientific Pierce, Rockford, IL). For the soluble protein detection, the conditioned media was collected and centrifuged at 13,000 rpm for 20 min before collecting the supernatant. Proteins were resolved by SDS PAGE and electrotransferred to PVDF membrane. Primary antibodies used in immunoblot analyses are as follows: anti-FCN3 (R&D systems; AF-2367), anti-V5 (Invitrogen; R96025), anti-p53 (Santa Cruz Biotechnology, Santa Cruz, CA; sc-126), anti-p21 Waf1/Cip1 (Cell Signaling Technology, Beverly, MA; 2947), anti-CDC25C (Cell Signaling Technology; 4688), anti-Cyclin B1 (Cell Signaling Technology; 4138), anti-Cyclin D1 (Cell Signaling Technology; 2926) anti-PARP (Cell signaling Technology; 9542), anti-HSPA5(Abcam; ab21685), anti-DDIT3 (Cell Signaling Technology; 2895), and anti-α-Tubulin (Sigma; SAB3501072). After applying appropriate secondary antibodies, proteins were detected by enhanced chemiluminescence detection kit (AbClon, Korea) and ChemiDoc™ Imaging system (Bio-Rad)

### Colony formation assay

Two days after retroviral transduction, 1 × 10^3^ A549 cells and 2 × 10^3^ H23 cells were replated in 6-well plate in duplicates. A549 and H23 cells were stained after 8 and 12 days, respectively, with 0.1% Coomassie Blue in 45% methanol and 10% acetic acid solution. The colonies were counted using Gel Doc XR system (Bio-Rad) with Quantity One^®^ 1-D analysis software (Bio-Rad).

### BrdU immunofluorescence assay

Cells were grown on 4-well slides and transduced with retrovirus. After 3 days, BrdU (Sigma Aldrich) was applied at 3 µg/ml for 3 h in dark. Cells were washed with PBS, and fixed with 4% paraformaldehyde for 30 min and treated with 2N HCl for 30 min. The cells were blocked with 5% donkey serum with 0.2% Triton X-100 for 1 h followed by incubation with anti-BrdU antibody (Abcam; ab1893) for 2 h. Alexa-594 donkey anti-sheep antibody (Invitrogen) was used as the secondary antibody, and cells were counterstained with 4’,6-diamidino-2-phenylindole (DAPI). The immunofluorescent images were acquired by Axiovert 200 microscope (Carl Zeiss, Germany).

### Flow cytometry

For cell cycle analysis, a total of 5×10^5^ cells were collected and fixed with 70% ethanol overnight. Cells were subsequently stained in dark at room temperature for 15 min with PBS buffer containing 25 µg/ml 7-amino-actinomycin D (BD Biosciences, San Jose, CA) and 10 µg/ml RNase A (Sigma Aldrich) and 0.1% Triton X-100 prior to flow cytometric analysis. For detection of apoptotic cells, cells were washed with cold PBS and re-suspended in 1x Annexin V binding buffer (BD Biosciences) at a concentration of 1×10^6^ cells/ml. Annexin V-V450 (BD Biosciences) and 7-aad (BD Biosciences) were used according to the manufacturer’s instruction. For GFP-expressing cell population analysis, raw cells and LZRS virus-infected cells were co-cultured for 24 h and 72 h prior to flow cytometric analysis. BD LSRFortessa cell analyzer (BD Biosciences) and BD FACSDiva™ software (BD Biosciences) were used for flow cytometry and analysis of cell distribution, respectively.

### Transcriptome analysis and pathway modeling

Total RNA was extracted from empty vector control and *FCN3*-virus-transduced A549 cells, and mRNA libraries were constructed by the TruSeq Stranded mRNA Preparation kit (Illumina) according to the manufacturer’s instructions. RNA-seq was performed with Illumina NovaSeq 6000 sequencing platform for 101-mer paired-end reads (DNA Link Inc., Seoul, Korea). Sequencing reads were aligned to the reference human genome (hg19) using STAR alignment program (version 2.6.1d)^22^ after trimming adapter sequences and discarding low-quality reads using Fastx_toolkit (version 0.0.13). Transcriptome abundance was estimated with RSEM (version 1.3.3)^16^. DEGs were identified using DESeq2^23^ with the FDR threshold of 0.01. Gene set analyses for DEGs were performed with EnrichR^24^ using KEGG pathways and gene ontology (GO) terms. The RNA-seq data have been deposited in the Gene Express Omnibus (GEO) database [GEO: GSE160946].

### Xenograft tumor model

A total of 2 × 10^6^ A549 cells in 100 μL of PBS were subcutaneously injected into the back of 5 week old female BALB/c nude mice (Orient Bio Inc., Seongnam, Korea). Weight of the mice and size of the tumors were measured every 5 days. The tumor volume was calculated as 0.5 × length × width^2^. The mice were sacrificed and tumor tissues were excised and weighted.

## Results

### Down-regulation of *FCN3* in LUAD tissues

We have previously reported generating RNA-seq data from paired tumor and normal LUAD samples of over 100 never-smoker female patients^25^ (a comprehensive report on somatic mutations and DEGs will be made elsewhere). Among the DEGs down-regulated in tumor tissues, which represent potential tumor suppressors, was *FCN3*, a gene encoding a lectin protein proposed to be involved in innate immunity. *FCN3* showed a consistency >95% (i.e. 97 out of 102 patients showed down-regulation in tumor tissues) and the average Log_2_ fold change of 3.72 (Fig. 1A). Similar results were obtained from normal-tumor matched samples of 58 patients registered in TCGA (Fig. 1A). We have examined a subset of patient samples by RT-PCR (Fig. 1B) and by immunoblotting (Fig. 1C) and confirmed the results from RNA-seq. We proceeded to examine if the expression level of *FCN3* can be a prognostic indicator for life expectancy after diagnosis. Indeed, for the 58 TCGA LUAD cohorts, higher expression levels of *FCN3* were strongly associated with better survival consistent with a meaningful role of *FCN3* as a tumor suppressor gene (Fig. 1D). We also examined the expression pattern of *FCN3* in other tumors with a sufficient number of matched normal and tumor tissues. At least five out of 12 types of cancer examined including breast invasive carcinoma (BRCA), kidney renal papillary cell carcinoma (KIRP), liver hepatocellular carcinoma (LIHC), lung squamous cell carcinoma (LUSC) and LUAD show significant down-regulation of *FCN3* in tumor tissues (Supplementary Fig. 1A). The degrees of down-regulation are particularly significant for LIHC, LUAD, and LUSC (Supplementary Fig. 1B) which are the cancers of tissues where *FCN3* is highly expressed^8^ (also see “Discussion”).

**Fig. 1:**
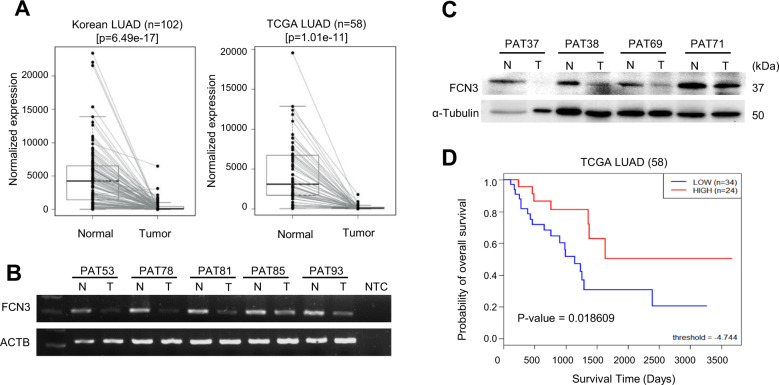
*FCN3* is down-regulated in LUAD. **A** Box-plots of *FCN3* RNA expression in normal-tumor matched 102 LUAD patients in this study (left panel) and of normal-tumor matched 58 patients from TCGA data (right panel). The bold line in the middle of each box represents the median level. **B** Conventional RT-PCR confirmation using normal (N) and tumor (T) tissue samples from 5 representative LUAD patients. ACTB was used as an endogenous reference gene. Note that mRNA expression of *FCN3* is markedly down-regulated in tumor tissues. NTC stands for no template control. **C** Immunoblot analysis of FCN3 expression in normal (N) and tumor (T) tissue samples of 4 representative patients. ɑ–Tubulin was used as the loading control. FCN3 down-regulation is confirmed. **D** Kaplan–Meier survival curves of 58 TCGA LUAD patients divided into two groups based on *FCN3* expression. Long-term survival was seen to be significantly correlated with high expression of *FCN3*.

### *FCN3* induces cell cycle arrest and apoptosis of LUAD cells

We sought to determine if FCN3 negatively affects cell growth using colony formation assay and BrdU labeling assay. Two independent LUAD cell lines, A549 and H23 were targeted for ectopic expression of FCN3 (Supplementary Fig. 2A). Formation of colony was dramatically inhibited upon expression of *FCN3* in a similar manner to that of *CDKN2A*, a well-established tumor suppressor gene (Fig. 2A). Consistently, proportions of BrdU positive cells were significantly lower among FCN3-expressing cells (Supplementary Fig. 2B). These results clearly indicated that *FCN3* can inhibit cell proliferation. We also examined the tumor suppressor activity of *FCN3* using a xenograft model. A549 cells were transduced either with control virus or FCN3-expressing virus and transplanted to NSG mice. Over the course of 5 weeks, changes in tumor volumes were tracked. A clear and significant difference was observed between control and *FCN3* groups consistent with inhibition of cell growth by *FCN3* (Fig. 2B–E).

**Fig. 2:**
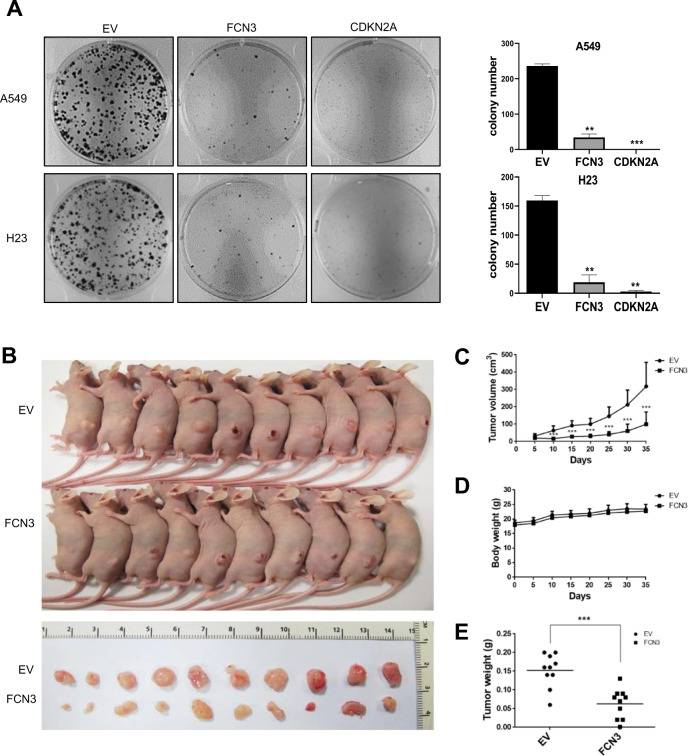
Cell growth is inhibited by *FCN3*. **A** A549 and H23 cells were transduced with control empty virus (EV), FCN3-expressing virus, or CDKN2A-expressing virus and allowed to grow for 8 and 12 days, respectively. Resulting colonies were stained with Coomassie blue, and the number was determined. Graphs to the right show result from three independent experiments as mean ± SEM. Note the strong decrease in the number of colonies in *FCN3*-expressing cells. **B** Photographs of mice with xenograft tumors (top) and of excised tumors (bottom). The mice were sacrificed 35 days after cell injection. Note that tumors from the FCN3-expressing A549-injected group show decreased tumor development compared to mice in the control group injected with control EV-transduced A549 cells. **C** Growth curves of xenograft tumor. Tumor volume was measured every 5 days. *N* = 10 for both groups. **D** Body weight of BALB/c nude mice was measured every 5 days. **E** The weight of all tumors isolated from EV group and *FCN3* group. The lines in the middle represent the median levels. (**) and (***) represent *P*-values of <0.01 and <0.001 from *t* tests, respectively.

Tumor suppressors often induce cell cycle arrest and apoptosis. *FCN3* expression on A549 and H23 cells led to G1 and G2/M arrest, respectively, and showed consistent changes in levels of cell cycle protein markers (Fig. 3A, B). Specifically, in A549 cells p53, p21, and Cyclin D1 were up-regulated while cyclin B1 and CDC25C were down-regulated (Fig. 3B). In contrast, in H23 cells P21 and Cyclin D1 were down-regulated while Cyclin B1was noticeably up-regulated. The difference may result from the status of the p53 gene which is mutated in H23 cells^26,27^. It has been reported that lack of wild-type p53 protein can lead to bypassing of G1 checkpoint and to G2/M arrest phenotype instead^28–30^. Delayed cell cycle upon FCN3 expression appears to ultimately lead to apoptosis as can be seen from increased proportions of Annexin V positive cells in both A549 and H23 cells (Fig. 3C). This was corroborated by the enhanced appearance of cleaved PARP upon FCN3 expression (Fig. 3D).

**Fig. 3:**
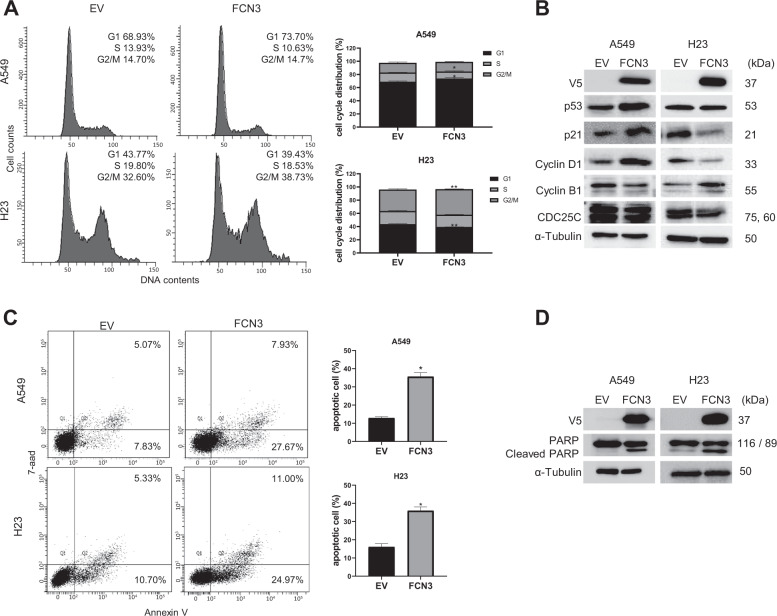
Ectopic expression of *FCN3* induces cell cycle arrests and apoptosis. **A** A549 and H23 cells were infected with control virus (EV) or *FCN3*-expressing virus, and cell cycle progression was analyzed by flow cytometry 72 h after infection. Representative histograms are shown, and proportions of cell cycle distribution were presented as bar graphs. G1 arrest was observed in A549 cells, while G2/M arrest occurred in H23 cells. Data are mean ± SEM of three independent experiments. **B** Immunoblots of various cell cycle markers in A549 and H23 cells 72 h after viral transduction. ɑ–Tubulin was used as the loading control. **C** A549 and H23 cells were transduced with control virus (EV) or *FCN3*-expressing virus, and apoptotic cells were analyzed with flow cytometry 96 h after infection. Proportions of apoptotic cells are presented as bar graph. The percentage of apoptotic cells is increased with FCN3 over-expressed cells compared to that in control. Data summarized in the graph are mean ± SEM of three independent experiments. **D** Immunoblots showing PARP in A549 and H23 cells after 72 h of viral infection. Cleaved PARP is increased in *FCN3*-expressing cells. (*) and (**) represent *P*-values of <0.05 and <0.01 from *t* tests, respectively.

### Intracellular mechanism for tumor suppressor activity of *FCN3*

Consistent with the presence in serum and activation of the complement pathway, secreted FCN3 protein was readily detected in cell culture media after ectopic expression (Fig. 4A; Supplementary Fig. 3A). Comparison with varying concentrations of recombinant FCN3 indicated that approximately 200 ng/ml of FCN3 was present. Surprisingly, culture media from *FCN3*-expressing cells did not induce additional cell death as measured by flow cytometry (Fig. 4B; Supplementary Fig. 3B). Also, the addition of recombinant FCN3 even at levels comparable or higher than that secreted from cells failed to induce cell cycle arrest or apoptosis (Fig. 4C, D; Supplementary Fig. 3C, D). We mixed control cells without viral transduction with either control virus-transduced cells or *FCN3*-virus-transduced cells and examined the changes in cellular proportions taking advantage of GFP expression from the recombinant viruses. Consistent with results described above, *FCN3*-expressing cells but not control virus–transduced cells showed a significant decrease in proportions in time (Fig. 4E; Supplementary Fig. 3E). Taken together, these results strongly suggest that tumor suppressor activity of *FCN3* is cell-autonomous and mediated by an intracellular mechanism.

**Fig. 4:**
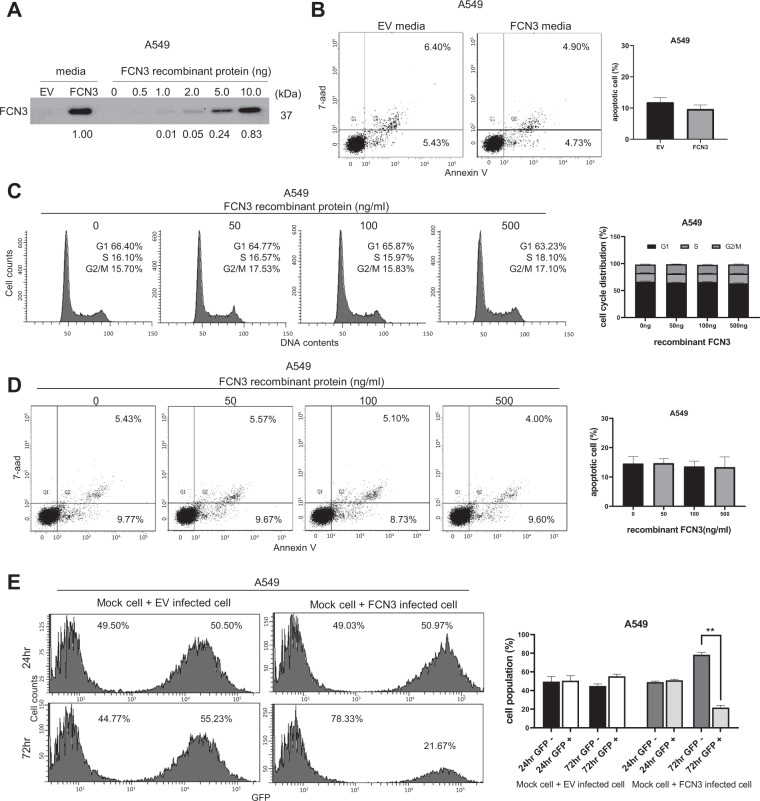
Tumor suppressor activity of *FCN3* involves an intracellular mechanism. **A** Immunoblot showing the secreted FCN3 in cultured media of *FCN3*-virus-transduced A549 cells but not in culture media of control virus (EV)-transduced cells. Indicated amounts of recombinant FCN3 protein are also shown. **B** Culture media from control virus- or *FCN3*-virus-transduced cells were applied to A549 cells, and apoptosis was analyzed by flow cytometry after 96 h. Data summarized in the graph are mean ± SEM of three independent experiments. Note no significant difference was seen. **C** Cell cycle analyses of A549 cells by flow cytometry 72 h after application of indicated doses recombinant FCN3. No alteration in cell cycle progression was observed. Data are mean ± SEM of three independent experiments. **D** Apoptosis was examined 96 h after application of indicated doses recombinant FCN3. No alteration in proportions of apoptotic cells was noticed. Data are mean ± SEM of three independent experiments. **E** A549 cells with or without viral transduction were mixed and co-cultured for 24 h and 72 h. Proportions of GFP-negative and -positive cell populations were analyzed by flow cytometry. After 72 h, GFP-positive proportion was decreased only in the case of *FCN3*-virus-transduced cells. Data are mean ± SEM of three independent experiments, and (**) represents *P*-value of <0.01 from *t* test.

In order to dissect the molecular nature of the tumor suppressor activity, we carried out transcriptome sequencing for *FCN3*-expressing A549 cells and control samples in duplicates. 

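RNA was sequenced from 4 cultures of A549, a human lung adenocarcinoma cell line: 2 transduced with the control empty virus (EV) and 2 transduced with the FCN3 virus. The sample labels place RNA extraction at 48 h after infection. The authors trimmed the reads, aligned them to hg19 with STAR and estimated abundance with RSEM, which divides a read that fits several genes between them. The deposited tables give an expected count, TPM and FPKM for each of 25192 genes. The expected counts summed to 35733735 in EV replicate 1 and 16353554 in EV replicate 2, and to 35031565 in FCN3 replicate 1 and 20136068 in FCN3 replicate 2, so that in both groups replicate 1 was the deeper library. Expected counts were rounded to whole numbers, normalized by the TMM method and compared between the groups with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, over the 14099 genes that passed edgeR's filterByExpr. Values in counts per 1000000 (CPM) are TMM-normalized.
FCN3 lies on the minus strand of chromosome 1 of GRCh37, from 27695601 to 27701315, and is annotated as protein-coding. Its expected count was 1 in EV replicate 1 and 0 in EV replicate 2, against 722388 in FCN3 replicate 1 and 448352 in FCN3 replicate 2. The latter are 2.06% (95% Wilson interval 2.06 to 2.07) and 2.23% (2.22 to 2.23) of all counts of their libraries, intervals that cover counting error only. Set against a floor of 3 counts in the EV libraries, FCN3 was at least 110000-fold higher with the FCN3 virus. The counts do not separate transcripts of the virus from transcripts of the endogenous gene.
Libraries that share a replicate number were compared next. In a principal component analysis of the 8268 genes with an average log2 CPM above 4, the first component (77.5% of the variance) separated the groups and the second (20.3%) separated replicate 1 from replicate 2 in both groups. Across these genes, the difference between EV replicates 1 and 2 correlated with the difference between FCN3 replicates 1 and 2 (Pearson's r = 0.802, computed across genes, which are not independent replicates). Results are therefore given without and with the replicate number as a block. With the block, the 4 libraries leave hardly any replication within a gene. Its adjusted p then rest mainly on variation pooled across genes, not on the spread of that gene between cultures. With 2 libraries against 2, an exact permutation test of a single value cannot give a two-sided p below 0.333, so single genes were tested only with models fitted across all genes.

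**Figure D1:**
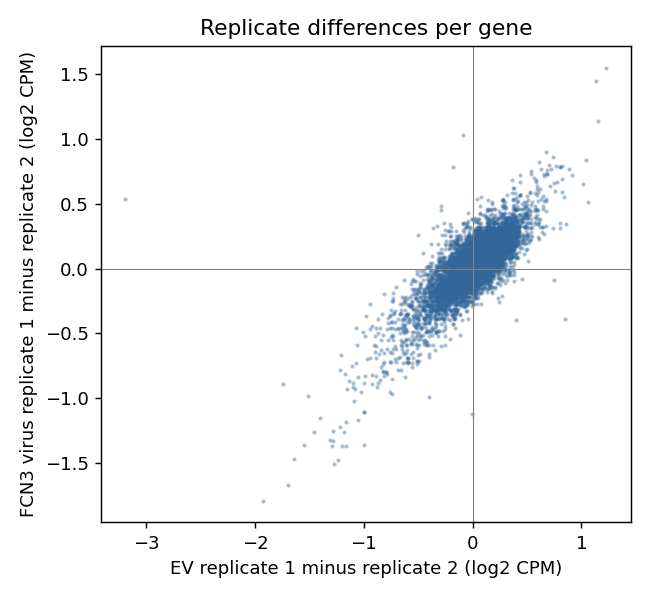
Difference in log2 CPM between replicates 1 and 2 in the EV libraries (x axis) and in the FCN3 virus libraries (y axis), with 1 point for each of the 8268 genes with an average log2 CPM above 4. Most points lie along the rising diagonal, the relation given by r = 0.802.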

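At an FDR threshold of 0.01, edgeR's quasi-likelihood test called 136 DEGs between FCN3-virus-transduced and EV cells, of which 104 were up-regulated and 32 were down-regulated. With the replicate number as a block, the same test called 5103 genes, 2690 up-regulated and 2413 down-regulated, the largest change among the settings planned before the data were examined. DESeq2, the tool named in the paper's methods, called 1047 genes without the block, 590 up-regulated and 457 down-regulated. Requiring in addition an absolute log2 fold change of at least 1 left 121 genes without the block (97 up-regulated, 24 down-regulated) and 689 with it (458 up-regulated, 231 down-regulated). Both FCN3 libraries lay above both EV libraries, or both below them, in 7683 of the tested genes (54.5%). Chance gives 33.3% only if the 4 libraries are exchangeable. Same-numbered libraries deviated together, so 33.3% is not an exact baseline here.

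**Figure D2:**
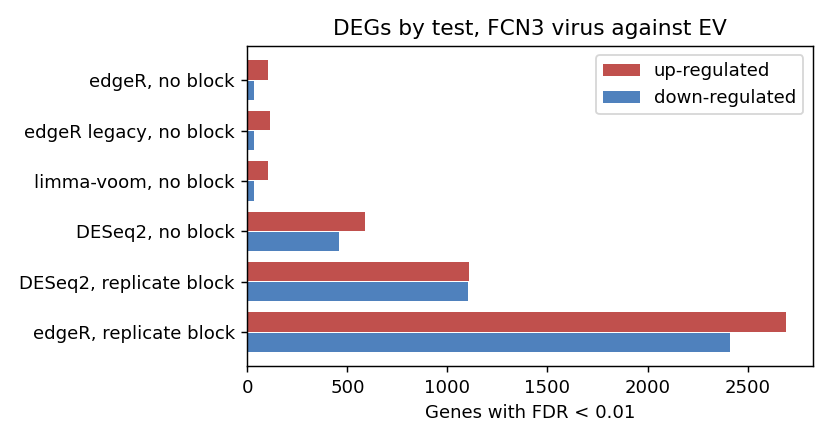
Number of up-regulated and down-regulated genes with an FDR under 0.01 (x axis) for each test (y axis), FCN3 virus against EV. The bars for edgeR without the block show 104 and 32 genes, those for DESeq2 without the block 590 and 457, and those for edgeR with the replicate block 2690 and 2413.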

Our computational pipelines identified 1055 DEGs with FDR < 0.01 (Fig. 5A and Supplementary Table 2). We proceeded to carry out a functional enrichment analysis for 595 up-regulated and 460 down-regulated genes separately using EnrichR web application for the KEGG pathways and gene ontology (GO) terms of biological processes (Supplementary Table 3). 

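Up-regulated genes made up 76.5% of the edgeR calls without the replicate block, 56.4% of the DESeq2 calls and 52.7% of the edgeR calls with the block. Every gene called by edgeR without the block is on the authors' list of DEGs and changed in the listed direction. DESeq2 called 1037 of the authors' 1055 genes in the listed direction, and edgeR with the replicate block called all 1055. Across the listed genes other than FCN3, the log2 fold changes from edgeR and those the paper lists had a Pearson's r of 0.996, computed across genes.
Genes called by edgeR without the replicate block, with an average log2 CPM of at least 1, were ranked by fold change. After FCN3, and apart from HSPA5, DDIT3 and CHAC1, the largest increases among them were those of CDH15 (log2 fold change 5.99), FAM129A (5.44), SLC22A31 (3.83), HERPUD1 (3.78), CRELD2 (3.68) and SLFN5 (3.52). Their adjusted p from edgeR's quasi-likelihood test lay between 4.0e-04 and 0.0031. CDH15, on chromosome 16 of GRCh37 from 89238156 to 89261900, was at 0.0847 ± 0.0354 CPM (SD, n = 2) in EV cells and 6.23 ± 0.201 CPM (SD, n = 2) with the FCN3 virus, from expected counts of 4 and 1 against 216 and 121, so that its fold change depends on few counts in EV cells. The largest decreases were those of LINC00473 (log2 fold change -4.11), CRTAC1 (-3.93), CPS1 (-3.65), C11orf86 (-2.91), CLDN2 (-2.71), PDE7B (-1.83), PON3 (-1.82), SUSD2 (-1.82), SMOC1 (-1.77) and IL11 (-1.70), with adjusted p between 0.0019 and 0.0091 from the same test. CRTAC1 lies on chromosome 10 of GRCh37 from 99624757 to 99790585 and CPS1 on chromosome 2 from 211342406 to 211543831.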

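The genes that the authors list under the KEGG term for protein processing in the ER were all higher with the FCN3 virus: 51 of 51, with a median log2 fold change of 1.08 and a range from 0.43 to 4.63. At an FDR of 0.01, edgeR called 26 of the 51 without the replicate block and all 51 with it. Of the 37 genes listed under the GO term response to ER stress, 21 were called without the block and 37 with it, and of the 23 listed under IRE1-mediated UPR, 13 and 23. These genes were listed because they are the authors' own calls on the same libraries, so the counts describe the calls and do not test an enrichment.
A list of 60 genes of ER translocation, folding and degradation, fixed before the counts were seen, was tested as a whole. The paper's DEGs from the same libraries were at hand by then, and 47 of the 60 genes are among them. Its median log2 fold change was 0.98, and 59 of its genes were higher with the FCN3 virus. In camera, limma's competitive gene set test, the list's adjusted p was 5.6e-113 without and 5.0e-53 with the replicate block, under which the median was 0.98 again. camera's inter-gene correlation was fixed at 0.01, which treats the genes as nearly independent. In fry, another gene set test in limma, the list's adjusted p was 0.0098 without the block. Among 10000 random lists matched on expression, the middle 95% of medians ran from -0.10 to 0.07. Without the block, 26 of the 60 genes were called over all tested genes and 47 when p-values were adjusted over the list alone. Called up-regulated genes were over-represented in the list (one-sided Fisher's exact test, adjusted p = 7.9e-40, tested genes as background). Correction for GC content and length together with the block left the median at 0.97.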

Up-regulated genes were enriched with several terms associated with endoplasmic reticulum (ER) functions including “protein processing in ER”, “response to ER stress” and “IRE1-mediated unfolded protein response (UPR)” (Fig. 5B). This strongly suggests that ectopic expression of FCN3 caused ER stress which in turn activated the UPR process. 

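Lists of target genes for the UPR branches, also fixed before the counts were seen but with the paper's DEGs at hand, gave the following values. Among those DEGs are 13 of the ATF6 targets, 16 of the PERK-ATF4 targets and 18 of the targets of spliced XBP1. All 13 ATF6 targets were up-regulated DEGs in edgeR's quasi-likelihood test, with a median log2 fold change of 2.44 and a smallest change of 1.42. camera gave this list an adjusted p of 9.3e-146 without the replicate block and 1.3e-36 with it. Of 24 targets of the PERK-ATF4 branch, 21 were higher with the FCN3 virus and 14 were called. Their median log2 fold change was 1.28 without the block and 1.30 with it, with camera's adjusted p at 2.7e-61 and 2.5e-26. TRIB3 rose from 50.6 ± 1.99 to 328 ± 16.7 CPM (SD, n = 2 in each group). The 3 targets of this branch that were lower were ATF5 (log2 fold change -0.53, standard error 0.18), SLC7A5 (-0.32, standard error 0.13) and SLC3A2 (-0.07, standard error 0.08), none of them called without the block, while ATF5 and SLC7A5 were called with it. All 21 targets of spliced XBP1 were higher, with a median of 0.93 and 6 called, or 20 with the block. camera's adjusted p for them was 2.2e-35 without and 2.0e-26 with the block. In fry without the block, the adjusted p was 0.0086 for the ATF6 list, 0.0086 for the PERK-ATF4 list and 0.014 for the XBP1 list. The differences between the medians of the branches were not tested. All ATF6 targets but XBP1, and several targets of spliced XBP1 such as DNAJB9 and EDEM1, are also in the list of ER translocation, folding and degradation genes. These lists are therefore not independent results.
The paper reasons from the ER-related terms among the up-regulated genes. It proposes that expression of FCN3 caused ER stress and that this in turn activated the UPR.

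**Figure D3:**
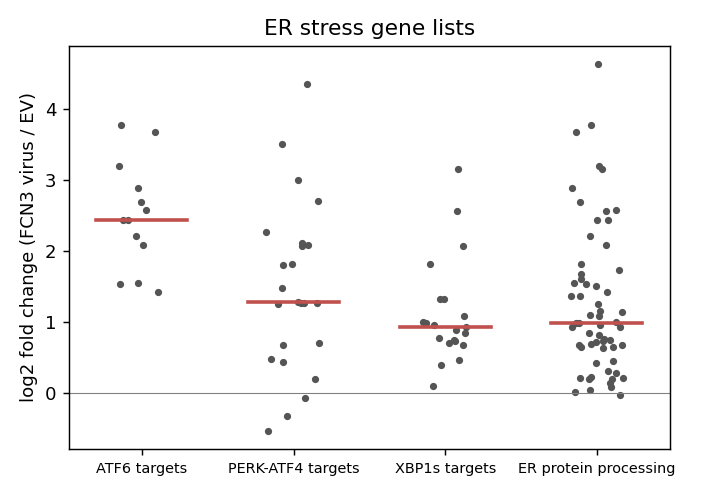
log2 fold change, FCN3 virus against EV (y axis), of each gene in the lists of ATF6 targets, PERK-ATF4 targets, targets of spliced XBP1 and ER protein processing genes (x axis). Each point is a gene and each red line the median of its list, at 2.44, 1.28 and 0.93 for the ATF6, PERK-ATF4 and XBP1 lists. Points are spread sideways at random.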

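The genes that the authors list under the KEGG terms cell cycle and DNA replication were all lower with the FCN3 virus, 28 of 28 with a median log2 fold change of -0.76 and 17 of 17 with a median of -0.71. edgeR called 3 and 1 of them at an FDR of 0.01 without the replicate block, and 28 and 17 with the block. Of the 52 genes listed under the GO term DNA metabolic process, 2 were called without the block and 52 with it. All of these genes are the authors' own calls on the same libraries, so their shared direction was fixed in advance. The counts describe the calls and do not test an enrichment.
Lists fixed before the counts were seen, but with the paper's DEGs at hand, gave smaller changes than those of the ER genes. Among 37 tested DNA replication genes the median log2 fold change was -0.63, and 36 were lower. The exception was CDC6, a replication licensing gene (log2 fold change 0.35, standard error 0.11, adjusted p = 0.13 from edgeR's quasi-likelihood test, and 1.7e-07 with the block). Only MCM5 (log2 fold change -0.87, standard error 0.08, adjusted p = 0.008) was a called decrease in this list without the block, against 34 decreases with it, and 26 genes of the list passed when p-values were adjusted over the list alone. Of 42 tested S phase genes, 40 were lower, with a median of -0.55. Several S phase genes, such as MCM4, MCM5 and PCNA, are in the DNA replication list too, so these lists are not independent. All 52 tested G2/M genes were lower, with a median of -0.65, and 2 of them were called without and 48 with the block. camera's adjusted p for the 3 lists was 4.9e-22, 4.5e-21 and 1.8e-28 without the block, and 3.5e-25, 8.7e-24 and 3.3e-32 with it. In fry without the block, the adjusted p was 0.037, 0.045 and 0.037. Fisher's exact test among the called decreases did not pass 0.05 for the DNA replication list (adjusted p = 0.11, one-sided).

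**Figure D4:**
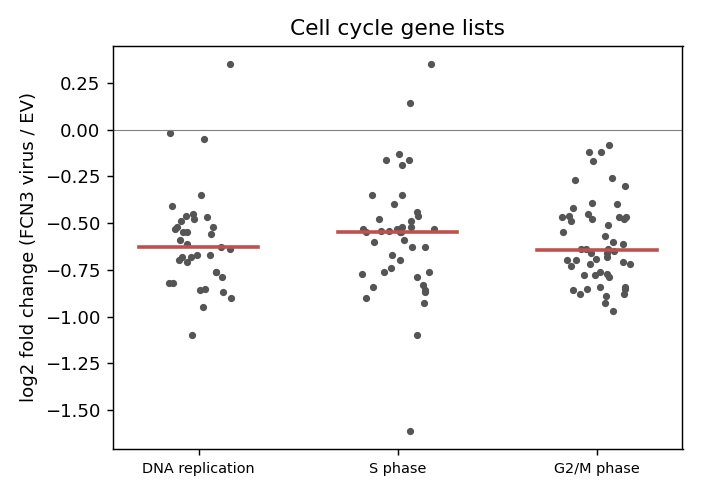
log2 fold change, FCN3 virus against EV (y axis), of each gene in the lists of DNA replication, S phase and G2/M phase genes (x axis). Each point is a gene and each red line the median of its list, at -0.63, -0.55 and -0.65. Points are spread sideways at random.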

Down-regulated genes were enriched with terms on cell cycles and DNA replication, consistent with diminished cellular proliferation. RT-PCR analyses on multiple up-and down-regulated genes provided consistent results (Fig. 5C). 

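HSPA5 lies on the minus strand of chromosome 9 of GRCh37 from 127997132 to 128003661. It was at 749 ± 2.88 CPM (SD, n = 2) in EV cells and 6842 ± 667 CPM (SD, n = 2) in FCN3-virus-transduced cells. The log2 fold change was 3.19 (standard error 0.12, adjusted p = 9.9e-04 from edgeR's quasi-likelihood test, and 9.6e-44 with the replicate block). The value with the block rests mainly on variation pooled across genes, since the block leaves hardly any replication within a gene. The log2 fold change of HSPA5 was 3.28 between the replicate 1 libraries and 3.09 between the replicate 2 libraries. HSPA5 took 0.0766% and 0.0765% of all counts in the EV libraries and 0.708% and 0.629% with the FCN3 virus.
DDIT3 lies on the minus strand of chromosome 12 from 57910371 to 57915520. It rose from 7.4 ± 0.686 CPM (SD, n = 2) to 149 ± 8.52 CPM (SD, n = 2), a log2 fold change of 4.35 (standard error 0.12, adjusted p = 4.0e-04 from the same test in edgeR, and 9.2e-44 with the block). Between libraries of the same replicate number it was 4.48 and 4.17. With each library left out in turn, the log2 fold change stayed between 3.09 and 3.29 for HSPA5 and between 4.25 and 4.43 for DDIT3.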

Importantly, among the up-regulated were *HSPA5* (also known as *GRP78*) and *DDIT3* (also known as *CHOP*), two of the hallmark genes of ER stress-induced UPR activation^31,32^. We confirmed the induction of the two genes by ectopic expression of *FCN3* at the protein level as well (Fig. 5D; Supplementary Fig. 4A). Importantly, alleviation of ER stress with 4-PBA treatment also reduced *FCN3*-induced expression of HSPA5 and DDIT3 (Fig. 5D; Supplementary Fig. 4A) as well as apoptosis (Fig. 5E; Supplementary Fig. 4B). We also confirmed that FCN3 was localized to ER as expected for a protein which is ultimately secreted (Fig. 5F).

**Fig. 5:**
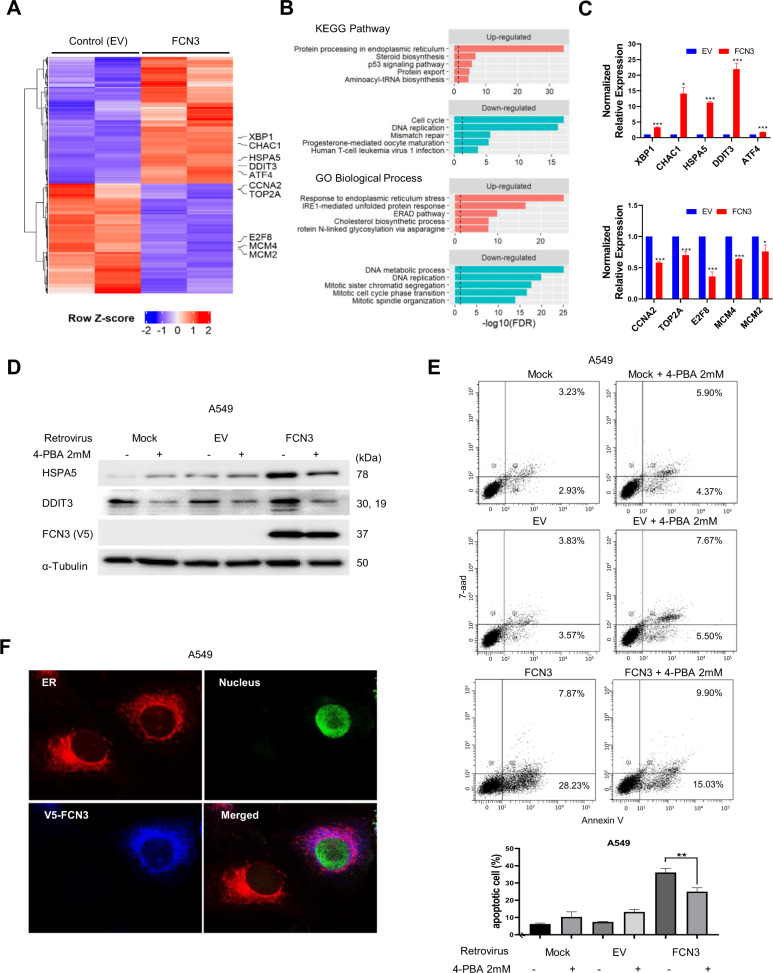
Transcriptomic analyses indicate *FCN3* induces ER stress. **A** Expression heatmap view using 1,055 differentially expressed genes (DEGs) from duplicate samples of control empty virus (EV) and *FCN3*-virus-transduced cells. Genes with indicated gene symbols were used in validation experiment. **B** Gene set analysis on 595 up-regulated genes (top) and 460 down-regulated genes (bottom) for KEGG pathways and Gene Ontology (GO) biological processes. Top 5 scoring terms are shown in the plots. The full list is provided in Supplementary Table 3. Black dashed vertical lines represent the FDR threshold of 0.05. **C** Quantitative real time RT-PCR was performed to confirm RNA-Seq results. Five up-regulated and five down-regulated genes were examined after transduction with control or *FCN3*-expressing virus. **D** Immunoblots of ER stress markers HSPA5 and DDIT3 in A549 cells with or without 4-phenylbutyric acid (4-PBA) treatment. A549 cells were mock treated, EV transduced or *FCN3*-virus-transduced and cultured for 48 h prior to sampling. HSPA5 and DDIT3 were induced in *FCN3*-virus-transduced cells, and 4-PBA treatment effectively down-regulated these ER stress markers. ɑ–Tubulin was used as the loading control. **E** Apoptosis of A549 cells were examined by flow cytometry 96 h after viral transduction with or without 4-PBA. The percentage of apoptotic cells decreased with the alleviation of ER stress by 4-PBA treatment. Graph to the bottom summarizes the results. Data are mean ± SEM of three independent experiments, and (**) represents *P*-value of <0.01 from *t* test. **F** Subcellular localization of FCN3 in A549 cells. Nuclear GFP expression indicates the *FCN3*-virus-transduced cell. V5 staining shows localization of ectopic FCN3 in ER.

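Of the 10 genes marked by symbol in Fig. 5A, edgeR without the replicate block called 5 at an FDR of 0.01 over all tested genes and all 10 when p-values were adjusted over these genes alone. As these are the authors' own calls on the same libraries, the latter count shows no stability. With the replicate block all 10 were called, the largest adjusted p being 2.3e-15, and both FCN3 libraries lay on the same side of both EV libraries for each of them.
Besides HSPA5 and DDIT3, XBP1 rose from 39 ± 3.25 to 114 ± 2.04 CPM (SD, n = 2 in each group), a log2 fold change of 1.55 (standard error 0.10, adjusted p = 0.003 from edgeR's quasi-likelihood test). CHAC1 rose from 2.26 ± 0.176 to 25.2 ± 0.266 CPM, by 3.50 on the log2 scale (adjusted p = 0.0014), and ATF4 from 285 ± 16.7 to 435 ± 31.4 CPM, by 0.61 (adjusted p = 0.026), each from the edgeR test. Among the decreases, E2F8 alone was called without the block, at 25.7 ± 0.728 CPM in EV cells and 8.35 ± 0.996 CPM with the FCN3 virus (log2 fold change -1.61, adjusted p = 0.0074 in edgeR). CCNA2 fell from 105 ± 16.8 to 54.4 ± 6.69 CPM (log2 fold change -0.95, edgeR adjusted p = 0.026) and TOP2A from 1216 ± 206 to 680 ± 77.5 CPM (-0.84, edgeR adjusted p = 0.037). MCM4 fell from 398 ± 45.5 to 213 ± 26.7 CPM (-0.90, edgeR adjusted p = 0.022) and MCM2 from 196 ± 24.4 to 101 ± 10.3 CPM (-0.95, edgeR adjusted p = 0.018). In CCNA2, TOP2A, MCM4 and MCM2 replicate 1 was higher than replicate 2 in both groups.

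**Figure D5:**
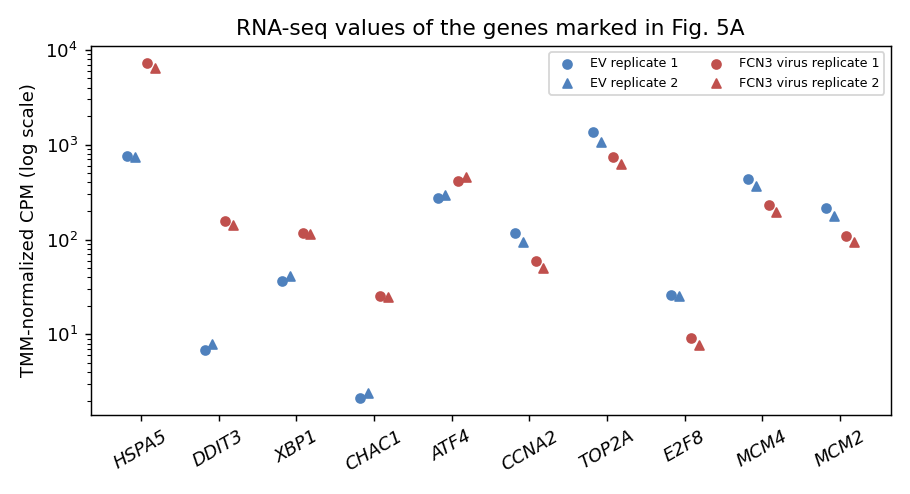
TMM-normalized CPM on a log axis (y axis) of the 10 genes marked in Fig. 5A (x axis) in each of the 4 libraries. Circles are replicate 1 and triangles replicate 2, in blue for EV and red for the FCN3 virus. For ATF4, the gene with the smallest change among the 5 increases, the points lie at 273 and 297 CPM in EV cells and at 413 and 457 CPM with the FCN3 virus.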

### Fibrinogen-like domain is necessary and sufficient for tumor suppressor activity

To further understand ER stress-mediated by *FCN3*, we generated several *FCN3* derivatives (Fig. 6A) and tested their tumor suppressor activity using colony formation assay and flow cytometry for apoptosis. The proteins of expected sizes were generated in both A549 and H23 cells (Fig. 6B; Supplementary Fig. 5A). Cellular localization of each derivative was also determined (Fig. 6C). A deletion derivative containing just the C-terminal fibrinogen-like domain (FBG) was found in the nucleus unlike the others containing the signal peptide for secretion. This derivative failed to induce growth retardation or cell death (Fig. 6D, E). A derivative containing just the N-terminal collagen-like domain (*FCN3* 1-90) was also not able to bring growth inhibition or cell death even though it localized to ER and the amount of protein was comparable to the wild type *FCN3* (Fig. 6B–E). Of note, upon inclusion of the signal sequence, the fibrinogen-containing derivative protein (SP + FBG) localized to ER, inhibited cell growth and induced cell death (Fig. 6C–E). We saw similar effects of expressing these derivatives in H23 cells as well (Supplementary Fig. 5B, C). Interestingly, when we examined secretion of FCN3 derivatives in cell cultured media by immunoblotting, only the wild type *FCN3* and *FCN3* 1-90 derivative were detected in culture media (Supplementary Fig. 5D). Therefore, SP + FBG must have induced cell death via an intracellular mechanism without being secreted into the media. Taken together, the data strongly indicate that ER stress induced by FCN3 is not a side effect of non-specific protein overload in ER and that the apoptosis is not caused by already known activity of FCN3 such as complement activation. Rather, a specific signaling mechanism mediated by fibrinogen-like domain within ER appears to be in operation.

**Fig. 6:**
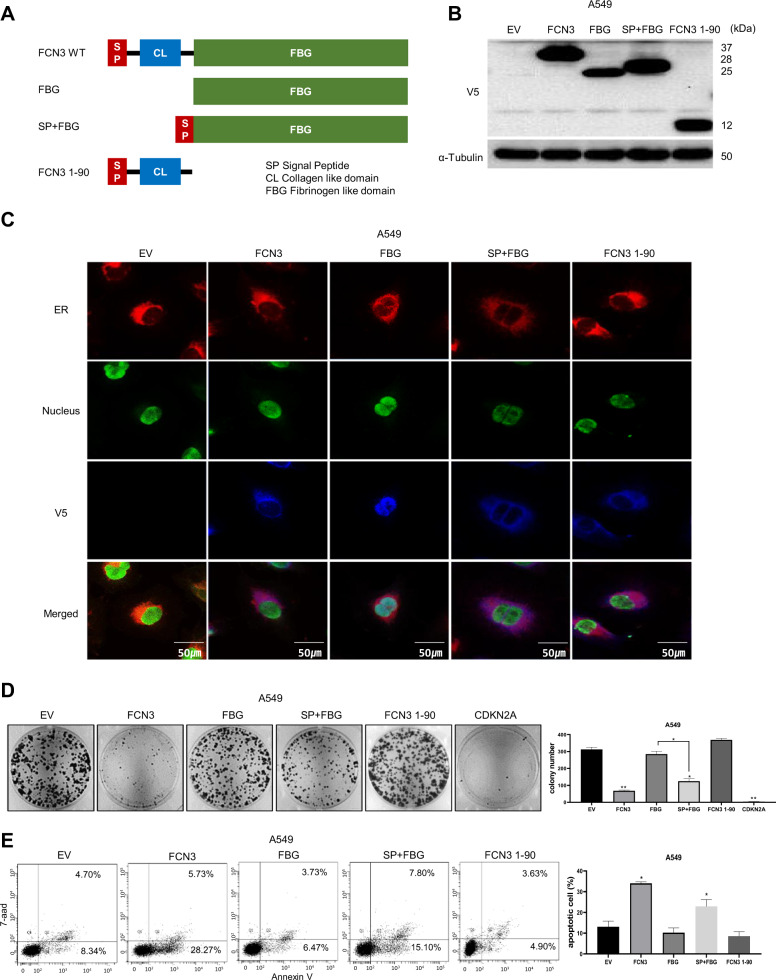
The FBG domain localized to ER is necessary and sufficient for tumor suppressor activity of *FCN3.* **A** Schematic illustration of various *FCN3* derivatives: wild type *FCN3*, FBG domain, SP (signal peptide) + FBG domain, and *FCN3* 1-90. **B** Immunoblots showing ectopic expression of various FCN3 derivatives in A549 cells. Antibody against V5 epitope was used. ɑ–Tubulin was used as the loading control. **C** Expression and subcellular localization of FCN3 derivatives in A549 cells. Nuclear GFP expression indicates the virus-transduced cell. V5 staining shows localization of various FCN3 derivatives. Note no V5 staining in control virus (EV)-transduced cells and nuclear localization of FBG. **D** Colony formation assay after transducing with control virus or viruses expressing the indicated FCN3 derivatives in A549 cells. Note SP + FBG has growth inhibition effect. Numbers of colonies were counted and presented in bar graphs. Data are mean ± SEM of three independent experiments. **E** Apoptosis of A549 cells was evaluated with flow cytometry after transducing with control virus or viruses expressing the indicated FCN3 derivatives. (*) and (**) represent *P*-values of <0.05 and <0.01 from *t* tests, respectively.

## Discussion

Since its identification and cloning as the gene encoding the Hakata Antigen, *FCN3* has been characterized for its role in innate immunity which is mediated by activating the lectin complement pathway^5–7^. Another activity of FCN3 reported has to do with the clearance of apoptotic cells suggesting involvement in tissue homeostasis and possibly a protective role against the development of autoimmunity^11^. As noted above, virtually no association has been made between *FCN3* and LUAD carcinogenesis. One exception reported by Michalski and coworkers describes recombinant *FCN3* binding strongly to cells from multiple ovarian cancer cell lines^33^. This activity was apparently inhibited by carbohydrate ligands indicating mediation by the fibrinogen-like domain of FCN3. They further reported that FCN3 preferentially binds to ovarian tissue sections of patients with malignant tumors in comparison to tissue sections of patients without. Taken together, a possible function in immune response targeting malignant ovarian cancers was proposed, but no further examinations for substantiation of this hypothesis have followed.

Our mechanistic analyses indicate that at least for LUAD it is not likely to be the activation of immune response that is responsible for the tumor suppressor activity of *FCN3*. Clearly, *FCN3*-induced cell death took place in a cell-autonomous manner: secreted or recombinant version had no effect on LUAD cells. We show that tumor suppressor activity of *FCN3* is based on induction of ER stress response which can result in cell death under certain circumstances. Interestingly, the fibrinogen-like domain, when localized to ER, is both necessary and sufficient for induction of apoptosis suggesting a lectin-like signaling activity targeting a glycosylated protein located within ER is possibly involved.

Surprising though it may be, there is an interesting precedent for induction of ER stress mediated by an otherwise secreted protein. Block and coworkers reported that complement factor properdin (*CFP*), known to be a secreted protein and a regulator of innate response functioning as a pattern recognition molecule, suppresses the growth of breast cancer cells by inducing ER stress rather than by eliciting immune responses^34^. It is interesting that CFP and FCN3 are both secreted proteins involved in innate immunity functioning through activation of complement pathway although the pathways they activate are distinct. Whether co-option of these genes for tumor suppressors has common mechanistic or evolutionary aspect would be an interesting topic for future investigation.

Our analyses of *FCN3* expression in LUAD patients indicate that the gene could be a potential diagnostic marker. A highly consistent (>95%) down-regulation in tumor tissues compared to matched normal tissue was seen in both our cohorts and in TCGA patient groups. Furthermore, *FCN3* may have prognostic value as statistically significant difference in survival expectancy was seen between *FCN3*-high expression group and *FCN3*-low expression group although the cohort size is somewhat limited. Of interest, *FCN3* does not appear to be a universal tumor suppressor in that aside from LUAD we saw statistically significant down-regulation only in BRCA, KIRP, LIHC, and LUSC. It is noteworthy that aside from lung, liver is another tissue in which *FCN3* has been reported to be strongly expressed^8^. Also, at least RNA-level analyses indicate relatively high expression levels in the kidney and breast (see https://www.genecards.org/cgi-bin/carddisp.pl?gene=FCN3). Clearly, studies using cancer cells derived from these cancer types would be necessary to conclude if *FCN3* functions as tumor suppressor and if a common mechanism involving the induction of ER stress is at work.

## Supplementary information

Supplementary Figures and Table 1

Supplementary Table 2

Supplementary Table 3

Legends for Supplementary Data

# Supplementary material for: FCN3 functions as a tumor suppressor of lung adenocarcinoma through induction of endoplasmic reticulum stress
**Source:** Cell Death Dis. 2021 Apr 15;12(4):407. doi: 10.1038/s41419-021-03675-y
**Supplement:** Supplementary file 4 — Legends for Supplementary Data

**Legends for Supplementary Data**

**Supplementary Fig. 1. Expression analysis of *FCN3* using normal-tumor matched patient data from TCGA.** (A) Box-plots of *FCN3* RNA expression in 12 types of cancer with at least > 19 matched normal-tumor patient data. Bold line in the middle of each box represents the median value. Abbreviations: BLCA, Bladder Urothelial Carcinoma; BRCA, Breast invasive carcinoma; COAD, Colon adenocarcinoma; HNSC, Head and Neck squamous cell carcinoma; KICH, Kidney Chromophobe; KIRC, Kidney renal clear cell carcinoma; KIRP, Kidney renal papillary cell carcinoma; LIHC, Liver hepatocellular carcinoma; LUAD, Lung adenocarcinoma; LUSC, Lung squamous cell carcinoma; PRAD, Prostate adenocarcinoma; THCA, Thyroid carcinoma. (B) Box-plot of *FCN3* RNA expression of 12 types of cancer using a unified expression level scale. Note the high expression level in normal liver and lung tissues.

**Supplementary Fig. 2. Expression of FCN3 and BrdU labeling.** (A) Immunoblots with antibodies against V5 epitope showing ectopically expressed FCN3 in A549 and H23 cells. Empty virus (EV) is used as the negative control and ɑ–Tubulin was used as the loading control. (B) A549 and H23 cells were labeled with and stained for BrdU (red). DAPI staining (blue) indicates nuclei, scale bars: 100 ㎛ (400x). The proportions of BrdU positive cells were decreased in *FCN3*-expressing cells for both A549 and H23 cells. Four random visual fields were captured and cells were counted. Data are mean ± SEM of three independent experiments, and (*) and (**) represent *P*-values of <0.05 and <0.01 from *t*-tests respectively.

**Supplementary Fig. 3. Tumor suppressor activity of FCN3 involves an intracellular mechanism.** (A) Immunoblot showing the secreted FCN3 in cultured media of *FCN3* virus-transduced A549 cells but not in culture media of control virus (EV)-transduced cells. Indicated amounts of recombinant FCN3 protein are also shown. (B) Culture media from control virus- or *FCN3* virus-transduced cells were applied to H23 cells, and apoptosis was analyzed by flow cytometry after 96 hours. Data summarized in the graph are mean ± SEM of three independent experiments. Note no significant difference was seen. (C) Cell cycle analyses of H23 cells by flow cytometry 72 hours after application of indicated doses recombinant FCN3. No alteration in cell cycle progression was observed. Data are mean ± SEM of three independent experiments. (D) Apoptosis was examined 96 hours after application of indicated doses recombinant FCN3. No alteration in proportions of apoptotic cells was noticed. Data are mean ± SEM of three independent experiments. (E) H23 cells with or without virus transduction were mixed and co-cultured for 24 hours and 72 hours. Proportions of GFP-negative and -positive cell populations were analyzed by flow cytometry. After 72 hours, GFP-positive proportion was decreased only in the case of *FCN3* virus-transduced cells. Data are mean ± SEM of three independent experiments, and (*) represents *P*-value of <0.05 from *t*-test.

**Supplementary Fig. 4. FCN3 induces ER stress in H23 cells.** (A) Immunoblots of ER stress markers HSPA5 and DDIT3 in H23 cells with or without 4-phenylbutyric acid (4-PBA) treatment. H23 cells were mock treated, EV transduced or *FCN3* virus transduced and cultured for 48 hours prior to sampling. HSPA5 and DDIT3 were induced in *FCN3* virus-transduced cells, and 4-PBA treatment effectively down-regulated these ER stress markers. ɑ–Tubulin was used as the loading control. (B) Apoptosis of H23 cells were examined by flow cytometry 96 hours after viral transduction with or without 4-PBA. The percentage of apoptotic cells decreased with the alleviation of ER stress by 4-PBA treatment. Graph to the left summarizes the results. Data are mean ± SEM of three independent experiments, and (*) represents *P*-value of <0.05 from *t*-test.

**Supplementary Fig. 5. Tumor suppressor activity of FCN3 derivatives in H23 cells.** (A) Immunoblots showing ectopic expression of various *FCN3* derivatives in H23 cells. Antibody against V5 epitope was used. ɑ–Tubulin was used as the loading control. (B) Colony formation assay after transducing with control virus (EV) or viruses expressing the indicated *FCN3* derivatives in H23 cells. Note SP+FBG has growth inhibition effect. Numbers of colonies were counted and presented in bar graphs. Data are mean ± SEM of three independent experiments. (C) Apoptosis of H23 cells were evaluated with flow cytometry after transducing with control virus (EV) or viruses expressing the indicated *FCN3* derivatives. (*) and (**) represent *P*-values of <0.05 and <0.01 respectively. (D) Immunoblots showing *FCN3* derivatives secreted in culture media. Note for both A549 cells and H23 cells only the full length *FCN3* and *FCN3* 1-90 are found in the media.

**Supplementary Table 1.** Oligonucleotide primers used in RT-PCR and quantitative real time RT-PCR.

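Supplementary Table 2 gives for each DEG a mean normalized count, a log2 fold change with its standard error, a p-value and an FDR, as DESeq2 reports them. The paper's smallest listed absolute log2 fold change is 0.304 and its largest listed FDR is 0.00996. Run on the rounded expected counts, DESeq2 followed by apeglm shrinkage, which pulls uncertain fold changes toward 0, gave log2 fold changes within 0.05 of the listed ones for 1027 of the listed genes, against 440 for DESeq2 without shrinkage.
SERF1A and FAM156B, listed in the paper with log2 fold changes of -9.41 and -7.60, each have a near-identical copy, and RSEM divides reads that fit both copies. The expected counts of SERF1A (chromosome 5 of GRCh37, 70196496 to 70214357) were 87.58 and 97.85 in the EV libraries and 0 and 0 with the FCN3 virus, and those of its copy SERF1B (chromosome 5, 69321078 to 69338940) were 974.42 and 490.15 against 910 and 580. Summed over SERF1A and SERF1B, the log2 fold change was -0.19 (standard error 0.13, adjusted p = 0.43 from edgeR's quasi-likelihood test, and 0.041 with the replicate block). FAM156B (chromosome X, 52920336 to 52937587) had 51.73 and 27.61 against 0 and 0 expected counts, and FAM156A (chromosome X, 52955590 to 53024651) had 799.27 and 650.39 against 856 and 871. Their sum changed by 0.12 on the log2 scale (standard error 0.35, adjusted p = 0.87 in edgeR, and 0.22 with the block). The change of each copy alone is uncertain.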

**Supplementary Table 2.** List of differentially expressed genes identified in *FCN3*-expressing cells. See Materials and methods and Figure 5.

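Supplementary Table 3 gives for each term the list of DEGs that was entered, the database, the number of listed genes over the size of the term, a p-value, an FDR and the genes themselves. The paper lists 144 terms for the up-regulated and 180 for the down-regulated genes, with 0.0499 as its largest FDR. Beyond the terms shown in Fig. 5B, the GO term for the PERK-mediated UPR lists 7 genes, of which edgeR called 6 at an FDR of 0.01 without the replicate block, with a median log2 fold change of 3.00. The gene of this term that was not called is ATF4. The term for the ATF6-mediated UPR lists 5 genes, all called. Under the KEGG term p53 signaling pathway, 14 up-regulated genes are listed, with a median log2 fold change of 0.94 and 2 called without the block, and 7 down-regulated genes, with a median of -0.79 and 0 called. The 9 genes under steroid biosynthesis had a median of 0.69, with 1 called. With the replicate block, every gene of these terms was called, as were all of the authors' DEGs. Members of the terms that are not DEGs are not in the table, so the enrichments were not computed again.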

**Supplementary Table 3.** The full list of terms from KEGG pathway and Gene Ontology enrichment analyses for differentially expressed genes.

How the deposited data were processed for this re-analysis (not part of the article)

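RNA-seq libraries of A549 lung adenocarcinoma cells were compared, 2 from cells transduced with the control empty virus (EV) and 2 from cells transduced with the FCN3 virus. Groups and replicate numbers were taken from the sample labels and from the paper's description of duplicate samples. The labels give 48 h after infection for RNA extraction, a time that the paper's text does not state for these samples.

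The authors prepared stranded mRNA libraries, sequenced paired-end reads, removed adapters and low-quality reads, aligned the reads to hg19 with STAR and estimated abundance with RSEM. The authors deposited expected counts per gene, which are estimated counts that need not be whole and are not normalized. The authors also deposited TPM, in which each library sums to about 1000000, and FPKM, both normalized by RSEM for gene length and depth. FPKM was not used here. The gene annotation and the strand setting of the counting are not named in the paper's text, so values of genes that overlap others are uncertain. Genes are named by the symbols of the deposited tables.

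The 4 libraries held 35733735 and 16353554 (EV replicates 1 and 2) and 35031565 and 20136068 expected counts (FCN3 replicates 1 and 2). At the floor of 3 counts used for detection, the smallest level that could be seen was between 0.084 and 0.183 counts per 1000000 (CPM). FCN3 was checked first and was at or under the floor in both EV libraries. Intervals and floors cover counting error only.

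Expected counts were rounded and analysed in R 4.3.3. The comparison used edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood fit and test without the older method, Benjamini-Hochberg adjustment, threshold 0.01) on 14099 of 25192 genes. Standard errors are the absolute log2 fold change divided by the square root of the test's F. Gene lists were tested with camera in limma 3.58.1 (inter-gene correlation 0.01, adjustment over 11 lists, threshold 0.05). This setting treats the genes of a list as nearly independent. fry, which does not rest on it, gave far larger p-values for the ER protein processing, UPR branch and cell cycle lists. 9 of the lists were written by hand and the S phase and G2/M lists came from Seurat 5.3.0. All 11 were fixed before the data were examined, as were the design, the settings and the rule for naming genes: genes the paper names or blots, near-identical copies, members of the lists, and the 10 largest increases and 10 largest decreases among called genes with an average log2 CPM of at least 1 and no overlap between groups. Which members of the lists are named was decided after their values were seen. The paper's DEGs and terms, from the same libraries, were at hand when the lists were fixed. The choice of lists was therefore not blind to the paper's results. The result for 1 gene under this rule is not reported here. Gene locations come from GENCODE on GRCh37. GC content was found for 20735 genes in the GENCODE transcripts.

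The pairing by replicate number comes from the labels. Same-numbered libraries deviated together, so fits with the replicate number as a block are given beside those without it. The settings tried were DESeq2 1.42.0 with and without apeglm 1.24.0, RLE factors, FCN3 left out before normalization, no filter (at least 1 count in total), at least 10 counts in every library, the legacy quasi-likelihood method, unrounded counts, an offset from the effective lengths, the replicate block, limma-voom, limma on log2(TPM + 1) and on log2(TPM + 0.1), an FDR of 0.05, an absolute log2 fold change of at least 1, each library left out in turn, and for lists fry, Fisher's exact test and 10000 random lists. A block in DESeq2, a block with correction for GC content and length, and a separate dispersion estimate before the edgeR fit were added after seeing the data.

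The tests were tried on simulated data with 14099 genes, 200 of them changed by 1 on the log2 scale. Without differences between replicate numbers, edgeR recovered 168 of the 200 without the block and 171 with it, and DESeq2 153 and 144. With the replicate differences of the real libraries added, edgeR recovered 0 without the block and 168 with it, and DESeq2 126 and 143. At most 2 unchanged genes were called in any of these runs. The simulated replicate differences were the same in both groups, and the spread was taken from the model with the block. The recovery and the few false calls with the block were therefore largely built in.

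Enrichment by EnrichR was not repeated, since the full KEGG and GO gene lists were not used here. RT-PCR, immunoblot, flow cytometry, xenograft and patient data were not analysed here.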

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

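The tests of depth and of GC content and length were chosen only after the results in this part were seen; the other tests were set before the data were examined.

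Data of the replicate numbers, which the paper does not analyse, showed a signal: with the condition in the model, 3132 of 14099 genes differed between replicates 1 and 2 at an FDR of 0.01 in edgeR's quasi-likelihood test, 1482 higher in replicate 1 and 1650 higher in replicate 2, beside 5103 genes that differed by condition. 1437 genes differed in both ways. Among those higher in replicate 2 of both groups, named after their values were seen, were NEAT1 (EV replicate 1 minus 2 -1.22, FCN3 virus -1.22 on the log2 scale) and MALAT1 (-1.20 and -1.37). Replicate 1 was the deeper library in both groups. After every library was thinned to 16347065 counts, the correlation of the differences was 0.776, against 0.802 before. Thinning leaves the expected share of each gene unchanged, so the signal cannot be told apart from an effect of depth. GC content correlated with the difference in the EV libraries (r = -0.453) and in the FCN3 libraries (r = -0.254), across genes. A smooth fit on GC content and transcript length brought these correlations to -0.00288 and -0.00451, while the correlation of the differences went from 0.815 to 0.809 over the 92.2% of these genes that have a GC value, so GC content and length do not account for the signal. No preparation or sequencing batch is given, and a difference in culture or preparation shared by same-numbered libraries remains possible. No biological explanation was tested.

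The list of p53 targets, most of which the paper does not discuss, had a median log2 fold change of 0.66, with 21 of 21 tested genes higher and camera's adjusted p at 5.7e-13, 3.7e-14 with the replicate block, and between 2.9e-18 and 1.9e-11 over the alternatives in which camera was run. 1 gene of the list was called without the block, 16 had an unadjusted p under 0.05, and 18 were called with the block. The median was 0.65 with the correction for GC content and length and the block, and 0.61 between the replicate 1 libraries, whose totals were 35733735 and 35031565 expected counts. Neither GC content and length nor depth removed the rise. The share of counts taken by FCN3 moves all genes alike, by 0.03 on the log2 scale in libraries scaled by total counts alone, which bounds its effect and is not a test. Its median was above those of all random lists (percentile 100). The list has no gene in common with the list of PERK-ATF4 targets, so genes on both lists do not produce the rise, but an effect of that branch on other genes was not tested. The paper's immunoblots of A549 cells, taken at a later time, showed more p53 and p21 with FCN3. CDKN1A, the gene of p21, is in this list, and 13 genes of the list are among the paper's DEGs. A response of the p53 targets to FCN3 is a hypothesis that these libraries alone cannot settle.

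The list of 18 heat shock genes, which the paper does not discuss, moved down. It was drawn up as a cytosolic list but includes HSPD1 and HSPE1, which encode mitochondrial chaperonins and were among the decreases. The median log2 fold change was -0.24, with 16 of 18 lower and camera's adjusted p at 9.2e-05 (5.7e-05 with the block, and from 3.4e-09 to 1.1e-04 over the alternatives in which camera was run). 0 of its genes were called without the block, 8 had an unadjusted p under 0.05, and 13 were called with the block. A general protein-folding response would have put the median in the upper tail of the random lists, and it lay at their percentile 0.25, so the rise of ER chaperones did not extend to this list. The median was -0.30 with the correction for GC content and length and the block, and -0.28 between the replicate 1 libraries. Why the list fell was not tested. HSPA1A and HSPA1B, members of the list, are near-identical copies and their single values are uncertain.

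The list of 10 tested substrates of IRE1-dependent decay (RIDD), which the paper does not discuss, had a median log2 fold change of -0.20, with 7 lower and camera's adjusted p at 0.041 (0.018 with the block, and between 0.011 and 0.046 over the other settings in which camera was run). 0 genes were called without the block, 4 had an unadjusted p under 0.05, and 5 were called with the block. The median lay at percentile 1.79 of the random lists, the side predicted for decay of these mRNAs. It was -0.20 with the correction for GC content and length and the block, and -0.14 between the replicate 1 libraries. The change is small and rests on few genes, and transcription and decay cannot be separated in these data, so RIDD activity may be put forward only as a hypothesis.

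LINC00473, CRTAC1 and CPS1, genes the paper's text does not discuss, were chosen for a closer look after their values were seen. They had the largest decreases among genes called without the replicate block and with an average log2 CPM of at least 1. Their log2 fold changes were -4.11, -3.93 and -3.65. LINC00473 fell from 24.4 ± 4.31 to 1.49 ± 0.6 CPM, CRTAC1 from 16.3 ± 0.0252 to 1.11 ± 0.278 CPM and CPS1 from 18.3 ± 0.388 to 1.46 ± 0.0659 CPM (SD, n = 2 in each group). Between the replicate 1 libraries, of similar depth, the log2 fold changes were -4.24, -4.05 and -3.60. With the correction for GC content and length and the block they were -3.89 for CRTAC1 and -3.72 for CPS1. LINC00473 had no GC value and could not be corrected. Across genes, GC content and log2 length had correlations of -0.0835 and 0.0375 with the log2 fold change, and LINC00473 fell by 3.79 between the replicate 2 libraries as well. A response of these genes to FCN3 remains as a hypothesis, with reads of overlapping genes not excluded.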

How the results depend on the processing

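The replicate number as a block was the choice with the largest effect on the number of DEGs. Total, up-regulated and down-regulated DEGs were 136, 104 and 32 without the block, and 5103, 2690 and 2413 with the replicate block. They were 1047, 590 and 457 with DESeq2, and 1014, 624 and 390 at an FDR of 0.05. Among settings added after seeing the data, DESeq2 with the replicate block gave 2212, 1107 and 1105, and the replicate block with GC and length correction gave 5726, 2638 and 3088. The authors' DEGs called in the same direction rose from 136 to 1055 with the replicate block, 1037 with DESeq2, 896 at an FDR of 0.05, 1055 with the block and GC and length correction, and 1051 with DESeq2 and the block. The share of up-regulated calls fell from 76.5% to 52.7% with the block, 56.4% with DESeq2, 50% with DESeq2 and the block, and 46.1% with the block and GC and length correction. In all other settings the total lay between 105 and 159 genes. Same-numbered libraries deviated together (r = 0.802 over highly expressed genes, 0.585 over all tested genes). In simulated counts, such differences were made the same in both groups. There edgeR recovered 0 of 200 changed genes without the block (169 had an unadjusted p under 0.05) and 168 with it.

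The lists of ER protein processing, ATF6, PERK-ATF4 and XBP1 target, S phase and G2/M genes kept their direction and passed camera's threshold of 0.05, and those of fry, Fisher's exact test and the random lists, in every setting run that gives a test. With Fisher's exact test in place of camera, the lists of DNA replication (median -0.63, adjusted p = 0.11), p53 targets (0.66, adjusted p = 0.18), heat shock genes (-0.24, adjusted p = 1) and RIDD substrates (-0.20, adjusted p = 1) did not pass, as few of their genes were called. In fry, the adjusted p of these lists was 0.037, 0.0086, 0.012 and 0.045, in the same order. CRTC-CREB targets did not pass with edgeR (median -0.31, adjusted p = 0.079) and passed without a filter (-0.37, 0.032), with at least 10 counts in every library (-0.37, 0.01), with the replicate block (-0.30, 0.04), with DESeq2 (-0.38, 0.017), with DESeq2 and the block, added later (-0.38, 0.0012), and by random lists (-0.31, 0.0032); the cause was not tested.

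Across the 4 fits that each left out one library, the medians ran from 1.26 to 1.35 for PERK-ATF4 targets, from 0.83 to 0.98 for XBP1 targets, from -0.31 to -0.18 for heat shock genes, from 0.61 to 0.72 for p53 targets, and from -0.74 to -0.53 for G2/M genes. For CRTC-CREB targets they ran from -0.13 to 0.07, the higher value, without EV replicate 1, reversing the direction. These fits leave 1 library in a group and give no test.

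Of 47 genes examined singly, 16 that were not called by edgeR were called under at least 1 other setting, 4 that were called were lost under at least 1 other setting, and 2 changed sign. SERF1B, at 0.00 with a standard error of 0.11, has no direction to lose. It was -0.01 with RLE factors and with DESeq2 (with apeglm or the block as well), -0.04 with both TPM scales and with the block and GC and length correction, -0.05 without EV replicate 1 and -0.06 without FCN3 replicate 2, with a range from -0.06 to 0.06 across the fits that each left out one library. FAM156A, at 0.19, was -0.16 without EV replicate 1 and -0.25 without FCN3 replicate 2, with a range from -0.25 to 0.65. Replicate 2 of FAM156A was above replicate 1 in both groups (21.9 and 38.8 CPM in EV replicates 1 and 2, 25.2 and 43.8 CPM with the FCN3 virus), so leaving out either of these libraries sets unlike replicate numbers against each other. Both same-numbered pairs rose, by 0.20 and 0.17. The sum of FAM156A and FAM156B changed by 0.12, while FAM156B alone had 0 counts with the FCN3 virus. FCN3 has no value where it was left out, and with at least 10 counts in every library FCN3, CDH15, FOSB, SERF1A and FAM156B have none.

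In EV replicate 2, the shallowest library, 3 counts are 0.183 CPM, so a gene below that level in EV cells has a fold change that depends on the floor. Rounding the counts moved no number of DEGs at an FDR of 0.01.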

Differences from the paper's values

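The paper reports 1055 DEGs, and edgeR's quasi-likelihood test gave 136. Of the alternatives set before the data were examined, DESeq2, the tool the paper's methods name, gave 1047 and an FDR threshold of 0.05 in edgeR gave 1014, both within 1.5 times the paper's number. The replicate block (5103) and all remaining alternatives did not.

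The paper reports 595 up-regulated genes against 104 here. DESeq2 gave 590 and an FDR of 0.05 gave 624. The replicate block (2690) and the remaining alternatives did not come within 1.5 times the paper's number.

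The paper reports 460 down-regulated genes against 32 here. DESeq2 gave 457 and an FDR of 0.05 gave 390, while the replicate block (2413) and the remaining alternatives did not close the gap.

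The paper lists ATF4, CCNA2, TOP2A, MCM4 and MCM2 as DEGs at its FDR threshold. Here edgeR gave them adjusted p of 0.026, 0.026, 0.037, 0.022 and 0.018. All 5 passed 0.01 with the replicate block, with DESeq2 and with DESeq2 and apeglm, set before the data were examined, and also with DESeq2 and the replicate block and with the replicate block and GC and length correction, both chosen after seeing the values. CDKN1A, CCNB1, PDE4B and PARP1, which the paper also lists, had adjusted p of 0.012, 0.021, 0.014 and 0.053 in edgeR and passed under the same settings. SERF1A and FAM156B, also listed, had adjusted p of 0.045 and 0.021 in edgeR and passed with the replicate block, with and without GC and length correction, with DESeq2, with and without apeglm, and on the log2(TPM + 0.1) scale. FAM156B passed with limma-voom and on the log2(TPM + 1) scale as well. At an FDR of 0.05, edgeR called all of these genes but PARP1.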

Other observations

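The simulation was chosen as a test only after the number of DEGs was seen; the tests of near-identical copies and of CRTC-CREB targets were not.

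In the paper's A549 immunoblots, taken later than this RNA, p21 and Cyclin D1 rose while Cyclin B1 and CDC25C fell. The mRNA of these proteins moved in the same directions, though none was called by edgeR without the replicate block. The PARP blot showed cleavage, which mRNA does not measure. CDKN1A, which encodes p21, rose from 181 ± 12.2 to 312 ± 7.56 CPM (SD, n = 2 in each group; log2 fold change 0.78, adjusted p = 0.012 in edgeR, 1.8e-18 with the replicate block, and from 2.5e-64 to 0.016 over the alternatives). CCNB1 fell from 338 ± 35.4 to 201 ± 11.8 CPM (-0.75, adjusted p = 0.021 in edgeR, 3.9e-18 with the block, and from 4.8e-62 to 0.022 over the alternatives). CCND1 was at 464 ± 24.1 and 512 ± 26.1 CPM (0.14, edgeR adjusted p = 0.38, 0.013 with the block, which is the lowest of the alternatives, and up to 0.79). CDC25C (-0.39, edgeR adjusted p = 0.15, 7.0e-04 with the block, and from 1.9e-05 to 0.26 over the alternatives) and PARP1 (-0.39, edgeR adjusted p = 0.053, 4.1e-09 with the block, and from 2.9e-18 to 0.07 over the alternatives) were lower.

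FCN1 and FCN2, the other ficolin genes, had 0 expected counts in all 4 libraries. CDKN2A had 4, 2, 2 and 0 expected counts and CFP 6, 5, 4 and 4, in the order EV replicates 1 and 2 and FCN3 replicates 1 and 2, all below the filter.

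Reads shared between near-identical copies were tested as an explanation of the falls of SERF1A and FAM156B. For FAM156, the summed counts changed by 0.12 on the log2 scale (adjusted p = 0.87 in edgeR, and 0.22 with the block). The other copy changed by 0.19 (standard error 0.36 in edgeR without the block and 0.07 with it, adjusted p = 0.79 without the block, 0.035 with it, and from 0.016 to 0.89 over the alternatives), the direction predicted for reads moved between copies. A true fall of FAM156B is not excluded. For SERF1, the summed counts changed by -0.19 (adjusted p = 0.43 in edgeR, and 0.041 with the block), and the other copy, at 0.00 (standard error 0.11, and 0.08 with the block), did not rise as predicted for reads moved between copies. With the block these values lean against a shift of reads as the source of the fall of SERF1A, without excluding it.

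Lower activity of CRTC-CREB target genes was a hypothesis for decreases that the paper does not discuss. The median of its 15 tested targets, -0.31, lay at percentile 0.12 of the random lists, on the predicted side. The list is divided, though: 8 targets were lower and 7 higher. PDE4D (-1.29) was the only one called by edgeR without the replicate block. In the same fit PDE4B fell by 1.38 (adjusted p = 0.014 in edgeR), and FOSB rose by 2.30 (adjusted p = 0.028 in edgeR). With the block, edgeR called 7 targets lower and 4 higher, so the calls went both ways. camera's adjusted p was 0.079 and ran from 0.0012 to 0.74 over the alternatives, and the direction did not hold in every fit that left out one library. A fall of part of the list may be a response to FCN3, and a fall of the list as a whole is not shown.

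The small number of genes called without the replicate block was tested against simulated counts. With the replicate differences of these libraries, edgeR recovered 168 of 200 changed genes with the block and 0 without it, where 169 of them had an unadjusted p under 0.05. Without those differences it recovered 171 and 168. The spread that same-numbered libraries share is therefore a candidate explanation of the low number of calls by edgeR without the block. The simulated differences were the same in both groups, so the recovery with the block does not show how reliable its calls are in the data. The 200 changed genes are also far fewer than the 5103 called with the block in the data, which makes the adjustment stricter in the simulation.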
